A study of Mus musculus with 8 samples. Its data were reported in "RAP1 Protects from Obesity through Its Extratelomeric Role Regulating Gene Expression" (2013).

How the data were processed

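Liver RNA from 8 mice aged 10 weeks was hybridized, 1 mouse per array, to Agilent 60-mer mouse arrays read in a single colour (Cy3). Per the labels, 4 arrays hold RNA from mice lacking Rap1 and 4 from wild-type mice, as biological replicates. The labels give neither the sex nor the feeding state of the mice. The study describes the young mice it profiled as females, and describes both fed and fasted livers.

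Per the file headers, the spot values are fluorescence intensity on a linear scale, extracted with Agilent Feature Extraction 10.7.3.1, while the study's methods name another release. The processed signal deposited by the authors is an intensity that was already background-subtracted and was not normalized between arrays. The authors also deposited a table of processed values on the log2 scale, and the submitters' processing notes name limma. To find how that table was made, it was set against the scanner values after normexp background correction (offset 50) and quantile normalization. The median absolute difference was 0.00167 on the log2 scale, and 99.5% of values lay within 0.05 of each other. Column medians ran from 6.39 to 6.40, so the table is not centred on genes.

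Each array held 62976 spots, of which 59305 were no controls, for 55681 probes. Spots that the scanner software called outliers were left out, and the log2 values of repeated spots of a probe were averaged. The processed signal was taken to log2 and each array's 75th percentile of it was subtracted. That percentile was between 179 and 209 in wild-type arrays and between 220 and 227 in knockout arrays. Between 50.04% and 65.3% of probes were well above background, and 0 spots were saturated. The number of arrays limits the precision of the values.

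The files name most probes by accession. Symbols were assigned to 26056 probes (46.8%) through the RefSeq accessions of the GRCm38.p6 annotation, for 19752 symbols, and 29625 probes stayed unnamed. Of 26695 probes with a curated RefSeq accession, 26041 matched. The arrays were annotated on another build, mm9. The annotation therefore served only for names and for the order of genes, and no coordinates are given.

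Probes had to be well above background on at least 4 of the 8 arrays, whatever their group, which left 31069 probes. Each gene was represented by its tested probe with the highest mean, which left 14066 genes. Knockout and wild type were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 without covariates. P values were adjusted by the method of Benjamini and Hochberg, and genes passed at an adjusted p under 0.05. All log2 fold changes are knockout minus wild type, with the standard error (SE) from limma and 4 arrays per genotype, and adjusted p values of genes and probes are limma's unless another test is named. Single genes of interest were also compared by a two-sided exact permutation test over the 70 ways to part 8 arrays into 2 groups of 4. Where a probe was not well above background on any array of a genotype, the difference is given as at least a certain fold. For that bound, each dim value was raised to the lowest signal of any probe well above background on its array, if it was lower.

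Before the data were examined, the comparisons, the alternatives, the rule for named genes and 46 gene lists were fixed. The lists hold metabolic pathways, stress and immune responses, markers of 12 cell types and neighbours of the targeted gene. Lists with at least 5 tested members were tested with camera at its preset inter-gene correlation of 0.01, with p values adjusted over the 45 lists that qualified. Named genes are the targeted gene, 29 genes standing for transcripts the study measured by qPCR (Atp5a1 and Atp5b both for its ATP synthase assay, which names no subunit), the 10 largest rises and 10 largest falls among genes that passed (filled up by the smallest p where fewer passed, without clone or predicted names) and up to 4 members of each described list with the smallest p. The genes and lists recomputed under every alternative were restricted to those described here, after a first recomputation over all lists had been seen.

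The procedure was tested on simulated data drawn from the means and variances of the 14066 genes, with 200 genes changed in each of 5 runs of 4 simulated knockout against 4 simulated wild-type arrays. It called 97.0% of genes changed 4-fold, 76.1% of those changed 2-fold, 23.3% of those changed 1.5-fold and 0.0418% of unchanged genes. A list shifted by 0.4 on the log2 scale was found in 5 of 5 runs by camera with either kind of correlation, by fry and by fgsea. Of 220 tests of other lists, camera called 3 with the preset and 0 with the estimated correlation, fry 1 and fgsea 4. Simulated genes varied independently of each other.

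The 8 arrays came from 2 slides, each with 2 wild-type arrays in positions 1 and 2 and 2 knockout arrays in positions 3 and 4. Slide and genotype were therefore balanced, whereas position and genotype cannot be told apart. Alternatives covered the normalization, the filter, slide or replicate number as a block, each slide alone, the variance model, array weights, the probe of a gene, the thresholds, the set test (camera with an estimated correlation, fry, and fgsea 1.28.0) and the omission of each array. The median spot signal replaced the mean in the normexp alternative, since the columns used hold no mean. Cyclic loess normalization was added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.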

Results

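Terf2ip encodes the telomeric protein RAP1. Gene expression was profiled on Agilent arrays in liver from 4 Rap1-deficient and 4 wild-type mice aged 10 weeks, an age the study chose to precede the onset of obesity. Between 50.04% (knockout replicate 1) and 65.3% (wild-type replicate 4) of 55681 probes were well above background. Correlations between arrays across the 14066 tested genes ran from 0.984 to 0.993, with a mean of 0.988 both within and between genotypes.

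The targeted gene was examined first. Terf2ip was read by 2 probes, which differed in opposite directions in Rap1-deficient liver. Probe A_52_P381806 was at 0.14 ± 0.09 (SD, n = 4) in wild-type liver on the log2 scale relative to the array's 75th percentile. In knockout liver it was at -6.28 ± 0.43 (SD, n = 4), was not well above background on any of the 4 arrays and was at least 18.96-fold lower (limma, adjusted p = 7.09e-06). With normexp and quantile normalization, where an offset of 50 is added to the signal, the log2 difference was smaller at -2.32, and in the authors' value table it was -2.31, both past the threshold (adjusted p = 2.95e-07 and 3.00e-07). Probe A_55_P2094079, well above background on all 8 arrays, was 2.30-fold higher in knockout liver (log2 fold change 1.20, SE 0.15) and did not pass over probes (adjusted p = 0.127). It represents the gene as the probe with the higher mean over all 8 arrays. In wild-type liver alone A_52_P381806 was the brighter probe (0.14 against -0.92). Represented by A_55_P2094079 the gene did not pass over genes either (adjusted p = 0.0725), but with a trended and robust variance it passed upward (adjusted p = 0.0300). With the mean of both probes in its place Terf2ip was at -2.61 and passed as lower (adjusted p = 0.000288). For each probe all 4 knockout arrays lay on the same side of all 4 wild-type arrays, and the exact permutation p was 0.0286, the smallest that 4 against 4 arrays allow. With slide as a block the adjusted p was 6.64e-05 for the lost probe and 0.305 for the other. The lost probe was at least 15.3-fold lower within slide 1 (adjusted p = 0.0828) and at least 23.5-fold lower within slide 2 (adjusted p = 0.00957), and the other differed by 1.32 (adjusted p = 0.957) and 1.09 (adjusted p = 0.995). Which probe lies in the deleted part of the gene is not given in the sources used here, so the second probe checks no label.

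**Figure D1:**
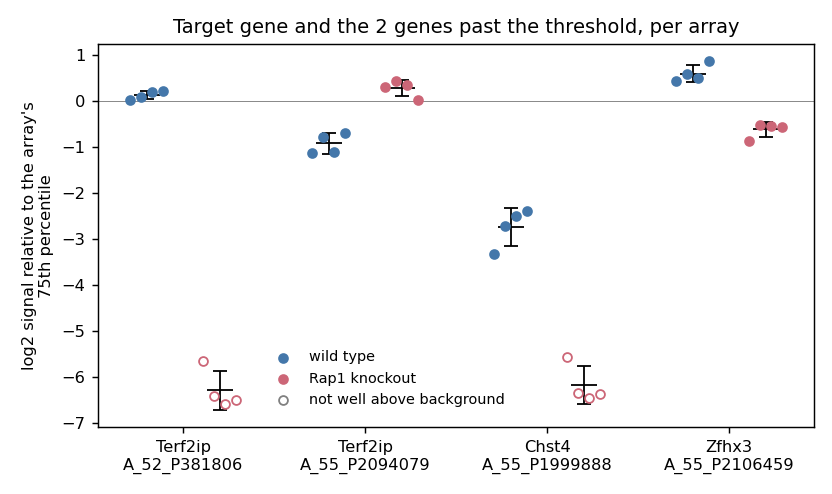
Signal of the 2 Terf2ip probes, Chst4 and Zfhx3 in each array, on the log2 scale relative to the array's 75th percentile. Points are single mice (open where not well above background), horizontal bars are group means and whiskers are ± 1 SD (n = 4), with the knockout below the wild type for every probe except A_55_P2094079.

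Genome-wide, 2 of 14066 genes passed and both fell in Rap1-deficient liver. Chst4, which encodes a carbohydrate sulfotransferase, was well above background on 4 of 4 wild-type arrays and on 0 of 4 knockout arrays. It was at least 2.61-fold lower in the knockout (measured log2 fold change -3.45, SE 0.25, adjusted p = 0.00462). Zfhx3, a zinc finger homeobox transcription factor gene, fell by 1.21 on the log2 scale (SE 0.13, adjusted p = 0.0483) and was lower in 4 of 4 knockout arrays than in any wild-type array. At an unadjusted p under 0.05 there were 894 genes, 564 higher and 330 lower. Among 31069 probes, 2 passed, the lost Terf2ip probe and that of Chst4, and 1900 had an unadjusted p under 0.05, 874 higher and 1026 lower, so that the excess of higher values among genes was not seen among probes. At an adjusted p under 0.15, the threshold of the study in older liver, 4 genes passed, with Terf2ip higher and Pgpep1l (-1.15, SE 0.15) lower in addition. At that threshold 5 probes passed, 2 higher and 3 lower, among them the unnamed probe A_55_P2346644 (1.09, SE 0.13), which was chosen after its value was seen.

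With slide as a block Chst4 kept its call (adjusted p = 0.0253) and Zfhx3 did not (adjusted p = 0.0918). Chst4 was at least 1.82-fold lower within slide 1 (adjusted p = 0.732) and at least 3.73-fold lower within slide 2 (adjusted p = 0.0378), and Zfhx3 differed by -1.20 and -1.22. In the authors' value table neither passed, with Chst4 at -0.63 (adjusted p = 0.0989) and Zfhx3 at -0.92 (adjusted p = 0.0546), nor with normexp and quantile normalization (0.0982 and 0.0557). Zfhx3 also lost its call with quantile normalization of the processed signal (adjusted p = 0.0592) and without a filter (0.205). Zfhx3 lost its call without any single array of the 8 (adjusted p between 0.0991 without knockout replicate 2 and 0.223 without wild-type replicate 3), while Chst4 kept it each time.

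Chst4 and Zfhx3 both lie on chromosome 8, as does Terf2ip, and both belong to the fixed list of its neighbours. The list had 27 tested members and held 2 of the 2 genes past the threshold (two-sided Fisher's exact test over 14066 genes, p = 3.55e-06). In the order of tested genes Chst4 was 29 genes and Zfhx3 43 genes from Terf2ip, on the same side. Adjusted over the list alone 3 members fell, the additional one being Hp, the gene of the acute phase protein haptoglobin (-0.49, SE 0.12, adjusted p = 0.0209 over the list alone and 0.770 over all genes). As a whole the list was not shifted in camera (adjusted p = 0.331). Its median was 0.04, its mean -0.13 and camera's direction down, and fry's test for change in either direction gave an adjusted p of 1.88e-07. With fgsea it passed downward (adjusted p = 0.00428), and with an estimated correlation it did not (adjusted p = 0.887). Within slide 1 its median was 0.08 (adjusted p = 0.931), and within slide 2 it was -0.04 and the list passed downward (adjusted p = 0.0457).

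**Figure D2:**
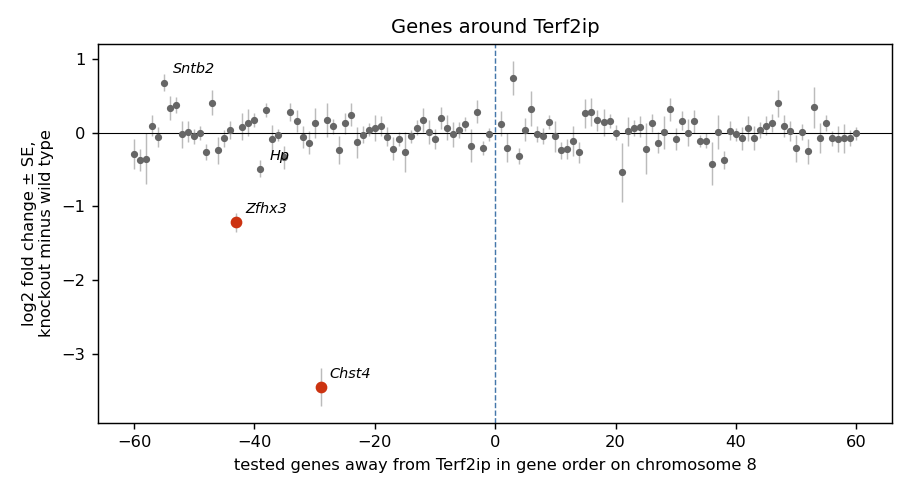
Log2 fold change (knockout minus wild type) of tested genes around Terf2ip on chromosome 8, by their place in gene order, with 0 at Terf2ip. Points are genes with whiskers of ± 1 SE (4 against 4 arrays), red points passed an adjusted p under 0.05, and Chst4 at a measured -3.45 and Zfhx3 at -1.21 stand apart.

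Other genes with small p did not pass. Higher in knockout liver were the cytochrome P450 genes Cyp3a11 (0.60, SE 0.11, adjusted p = 0.493), Cyp2c55 (0.62, SE 0.11, adjusted p = 0.381) and Cyp3a59 (0.52, SE 0.10), and the genes of the endoplasmic reticulum proteins Sdf2l1 (0.85, SE 0.15, adjusted p = 0.343) and Pdia3 (0.45, SE 0.10, adjusted p = 0.770). Sntb2, also on chromosome 8 and 55 genes from Terf2ip on the side of Chst4, was at 0.68 (SE 0.11, adjusted p = 0.316), and Mettl15, Rsbn1l and Zfp810 were at 0.42, 0.50 and 0.83. Lower were Pgpep1l (adjusted p = 0.116), Gdpd2 (-1.59, SE 0.26, adjusted p = 0.316), Tmem89 (-0.77), Padi4 (-0.69), Theg (-0.62), Clic5 (-0.54) and Olfr123 (-0.53). Tgif2lx2 was well above background on 0 of 4 knockout arrays and was at least 1.43-fold lower (adjusted p = 0.243). Pgpep1l and Gdpd2 were well above background on 2 of 4 knockout arrays and Padi4 on 1 of 4. These genes were selected by their p, and each had all 4 knockout arrays beyond all 4 wild-type arrays, which 2 of 70 partings give by chance.

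The study followed the nuclear receptor gene Ppara and the coactivator gene Ppargc1a by qPCR in young liver, and the same transcripts were examined on the arrays. Neither differed between genotypes beyond its error. Ppara was at 6.33 ± 0.20 (SD, n = 4) in wild-type and at 6.33 ± 0.32 (SD, n = 4) in knockout liver, a log2 fold change of 0.00 (SE 0.17, 95% confidence interval -0.39 to 0.40). Its other tested probes were at -0.05 (SE 0.19, lower bound -0.49) and -0.25 (SE 0.22, lower bound -0.76). Ppargc1a was at -0.08 (SE 0.30, 95% confidence interval -0.76 to 0.60) and its dimmer probe at 0.40 (SE 0.30). Exact permutation p values were 1.00 for Ppara and 0.886 for Ppargc1a. Within slides Ppara was at 0.08 and -0.08, and Ppargc1a at -0.62 and 0.46. Ppara turned to -0.10 with normexp and quantile normalization, to -0.08 with quantile normalization and to -0.11 in the authors' value table.

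None of the 29 genes taken to stand for transcripts that the study assayed by qPCR in young or older liver passed, over all genes or adjusted over the list alone, and 0 of 29 had an unadjusted p under 0.05 (limma). The study chose these transcripts itself, so the count is not independent evidence. It also mixes transcripts that the study reported as changed with others, such as Pparγ, Pparδ, Acadm and Cyp4a10, for which it reported no difference. In young fed liver the study reported lower Pparα, Pgc1α, Srebp1, Slc27a2, Cd36, Cpt1 and Cpt2. It reported Egfr, Igfbp2, Lepr and Igf1 for older liver. Its ATP synthase assay names no subunit, and Atp5a1 and Atp5b both stand for it among the 29. Among PPARα targets, the fatty acid hydroxylase gene Cyp4a10 was at 0.90 (SE 0.43), the fatty acid transporter gene Cd36 at 0.66 (SE 0.33), and the β-oxidation gene Acadm at 0.25 (SE 0.13). Cpt1a, needed for fatty acid import into mitochondria, was at -0.05 (SE 0.14), with 0.10 and -0.21 within slides. Srebf1, a regulator of lipogenesis, was at 0.21 (SE 0.32), Pparg at 0.17 (SE 0.22) and Ppard at 0.08 (SE 0.12). Cyp4a10 varied widely between wild-type mice (SD 1.03) and little between knockout mice (SD 0.09).

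**Figure D3:**
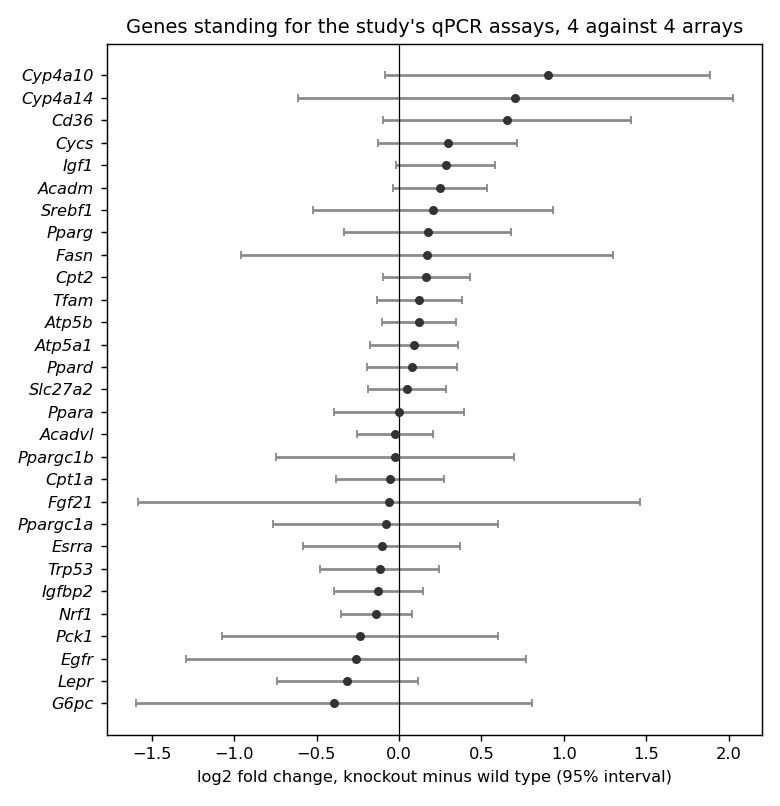
Log2 fold change (knockout minus wild type) of 29 genes that stand for transcripts the study assayed by qPCR, with Atp5a1 and Atp5b both for its ATP synthase assay, from 4 against 4 arrays. Points are limma estimates and bars are 95% confidence intervals, each of which includes 0, with Cyp4a10 at 0.90 and G6pc at -0.39 at the ends.

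Pathways were compared next, as the study tested gene sets in young liver. Lists of sterol, pyruvate, fatty acid and drug metabolism and of oxidative phosphorylation were higher in Rap1-deficient liver, and 5 lists of immune function were lower, when tested with camera's preset correlation. That called 15 of 45 lists, 10 upward and 5 downward, but with an estimated correlation 0 were called, each of the 15 having an adjusted p of 0.887. The adjustment gave this same value to other lists as well, so it does not rank them. Camera's unadjusted p of the 15 then ran from 0.0376 for pyruvate metabolism to 0.457 for the interferon response. Calls by fgsea also numbered 15, but left out the interferon response (adjusted p = 0.155) and neutrophil markers (0.0660) and took in the Terf2ip neighbours and female-biased liver genes (0.0455). By fry 0 were called on balance and 3 for change in either direction. With slide as a block the 15 kept their calls, with adjusted p values from 1.27e-05 to 0.0491. Within slide 1 alone 12 of them passed, within slide 2 alone 5, and in both 2. Within slides only 2 mice per genotype entered, and list p values there use the preset correlation. They take list members as nearly independent, so small values there do not measure agreement between mice. Without knockout replicate 4 only 7 lists passed and without wild-type replicate 1 only 9.

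Cholesterol and steroid biosynthesis was higher, with 22 of 25 members above 0 and a median log2 fold change of 0.36 (adjusted p = 7.04e-06; adjusted p = 0.887 with an estimated correlation). No member passed singly. Lss, which closes the sterol ring, was at 0.69 (SE 0.28), Nsdhl at 0.53 (SE 0.22) and Sc5d at 0.42 (SE 0.16). The median was 0.26 within slide 1 (adjusted p = 0.0731) and 0.55 within slide 2 (adjusted p = 6.60e-08). Androgen, estrogen and steroid hormone metabolism had a median of 0.19 over 34 members (adjusted p = 0.000701; adjusted p = 0.887 with an estimated correlation), with Akr1d1 at 0.45, Hsd3b3 at 0.46 and Hsd17b12 at 0.28. Its median was 0.28 within slide 1 (adjusted p = 9.49e-05) and 0.07 within slide 2 (adjusted p = 0.425).

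Pyruvate metabolism was higher in 31 of 36 members, with a median of 0.17 (adjusted p = 0.000221; adjusted p = 0.887 with an estimated correlation). Acat1 was at 0.37 and Aldh9a1 at 0.39. The malic enzyme gene Me3 was well above background on 4 of 4 knockout arrays but on 2 of 4 wild-type arrays, so that its measured 1.74 (SE 0.50) rests in part on dim values. The median was 0.21 within slide 1 (adjusted p = 0.0652) and 0.16 within slide 2 (adjusted p = 0.000262). Oxidative phosphorylation was higher in 48 of 49 members, with a median of 0.13 (adjusted p = 7.04e-06; adjusted p = 0.887 with an estimated correlation). Ndufa10 was at 0.30, Ndufs8 at 0.28 and Ndufb3 at 0.22, all of complex I. The median was 0.18 within slide 1 (adjusted p = 0.000169) and 0.07 within slide 2 (adjusted p = 0.0610).

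Lists of fatty acid oxidation were higher by less. The mitochondrial list had a median of 0.14 over 28 members (adjusted p = 0.0107; adjusted p = 0.887 with an estimated correlation), with Acad9 at 0.40 and Echs1 at 0.22. Within slides it was at 0.18 (adjusted p = 0.0119) and 0.08 (adjusted p = 0.414), and its call was lost with each other normalization and without knockout replicate 4 (adjusted p = 0.0668), wild-type replicate 1 (0.137) or wild-type replicate 3 (0.0942). The peroxisomal list had a median of 0.09 over 26 members (adjusted p = 0.0394; adjusted p = 0.887 with an estimated correlation), with Acox2 at 0.49, the catalase gene Cat at 0.37, Nudt7, 3 genes from Terf2ip, at 0.74 and Acox3 at -0.48. Within slides it was at 0.11 (adjusted p = 0.0262) and 0.06 (adjusted p = 0.422), and it lost its call without knockout replicate 1 (adjusted p = 0.228) or 4 (0.0989) and without wild-type replicate 1 (0.199) or 3 (0.0942). It also lost its call with normexp and quantile normalization (adjusted p = 0.125), quantile normalization of the processed signal (0.334), cyclic loess (0.285), the authors' value table (0.159) and only probes well above background on all 8 arrays (0.0551).

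The PPAR signalling pathway was not shifted (median 0.05 over 63 members, adjusted p = 0.914). Its members with the smallest p went both ways, with Acox2 higher and Apoa2 (-0.35) and Fabp3 (-0.41) lower. PPARα target genes of liver (median 0.04, adjusted p = 0.687) and PPAR and PGC1 regulators (median -0.02, adjusted p = 0.387) were not shifted either. The PPARα target list passed upward without wild-type replicate 4 (adjusted p = 0.00166) and within slide 1 (median 0.11, adjusted p = 0.0335), and within slide 2 it was at 0.03 (adjusted p = 0.864). Within slides the pathway was at 0.04 (adjusted p = 0.943) and 0.07 (adjusted p = 0.422), and the regulators were at -0.02 on each (adjusted p = 0.415 and 0.917).

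Genes of drug metabolism and of protein folding were higher on both slides. The xenobiotic response had a median of 0.21, with 33 of 39 members above 0 (adjusted p = 7.04e-06; adjusted p = 0.887 with an estimated correlation). Adjusted over the list alone Cyp2c55 and Cyp3a11 rose (2 of 39), and over all genes 0 did. Aldh1a1 was at 0.44 (SE 0.13). Within slides the median was 0.21 (adjusted p = 0.00198) and 0.21 (adjusted p = 5.76e-06). The unfolded protein and integrated stress response had a median of 0.24, with 21 of 28 members above 0 (adjusted p = 0.00310; adjusted p = 0.887 with an estimated correlation). Adjusted over the list alone 5 members rose, and over all genes 0 did. They were Sdf2l1, Pdia3, Pdia4 (0.49, SE 0.12), Pdia6 (0.43, SE 0.12) and the calreticulin gene Calr (0.37, SE 0.11), the last named after its value was seen. Within slides the median was 0.31 (adjusted p = 0.0162) and 0.19 (adjusted p = 0.0348), and the call was lost without knockout replicate 2 (adjusted p = 0.0760) or 4 (0.0668).

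Lists of immune function were lower over all 8 arrays. Antigen presentation had a median of -0.11, with 16 of 20 members below 0 (adjusted p = 0.00310; adjusted p = 0.887 with an estimated correlation). H2-DMa was at -0.50, H2-DMb1 at -0.60 and B2m at 0.15. Ciita, a regulator of class II genes, was well above background on 3 of 4 wild-type and 1 of 4 knockout arrays, so that its measured -1.40 (SE 0.52) rests in part on dim values. The list's median was -0.27 within slide 1 (adjusted p = 3.32e-09) and 0.05 within slide 2 (adjusted p = 0.783). T and NK cell markers were at -0.16, with 14 of 17 members below 0 (adjusted p = 0.0181; adjusted p = 0.887 with an estimated correlation). Cd3e was at -0.24 and Prf1 at -0.29 but Klrb1c, well above background on 3 of 4 arrays of each genotype, at 0.42, and the list was at -0.35 within slide 1 (adjusted p = 5.76e-09) and 0.20 within slide 2 (adjusted p = 0.184). Neutrophil markers were lower in 7 of 7 members, at -0.15 (adjusted p = 0.0105; adjusted p = 0.887 with an estimated correlation). Among them S100a9 was at -0.86 (SE 0.47) and S100a8 at -0.70 (SE 0.43). Both were lower within slide 1 only, with S100a9 at -1.92 and 0.20 and S100a8 at -1.58 and 0.18 within slides 1 and 2. Within slides the neutrophil list was at -0.20 (adjusted p = 1.31e-05) and -0.05 (adjusted p = 0.864). The acute phase list was at -0.11, with 28 of 38 members below 0 (adjusted p = 0.00310; adjusted p = 0.887 with an estimated correlation). Itih4 was at -0.29 and Fgl1 at -0.37 beside Hp, and within slides the list was at -0.11 (adjusted p = 0.000564) and -0.04 (adjusted p = 0.422). The interferon response was at -0.07, with 24 of 33 members below 0 (adjusted p = 0.0394; adjusted p = 0.887 with an estimated correlation). Igtp was at -0.49 but Oasl1 at 0.37 and Ifih1 at 0.26, and within slides the list was at -0.18 (adjusted p = 5.01e-05) and 0.04 (adjusted p = 0.519). None of the 5 lists passed without knockout replicate 4, with adjusted p values of 0.173 for antigen presentation, 0.107 for T and NK cells, 0.173 for neutrophils, 0.303 for the acute phase and 0.680 for interferon. Without wild-type replicate 1 antigen presentation (0.137), T and NK cells (0.549), neutrophils (0.412) and interferon (0.689) did not pass. Nor did T and NK cells without knockout replicate 2 (0.295), the acute phase without knockout replicate 1 (0.0703) or interferon without wild-type replicate 2 (0.504). With all 8 arrays the interferon call was lost without a filter (adjusted p = 0.178), with array weights (0.268) and with fgsea, and the neutrophil call with fgsea. The T and NK cell call was lost with quantile normalization of the processed signal (adjusted p = 0.0689), array weights (0.0678) and cyclic loess (0.0682). The difference between slides was not tested. The p values within slides used the preset correlation of 0.01. Over all 8 arrays it was estimated at 0.55 for antigen presentation and 0.44 for T and NK cells. Immediate early and heat shock genes, which respond to handling of the tissue, had a median of -0.13 within slide 1 (adjusted p = 0.0731) and of 0.16 within slide 2, where they passed upward (adjusted p = 0.0128). Over all 8 arrays their median was 0.01 where camera's direction was down (adjusted p = 0.965).

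**Figure D4:**
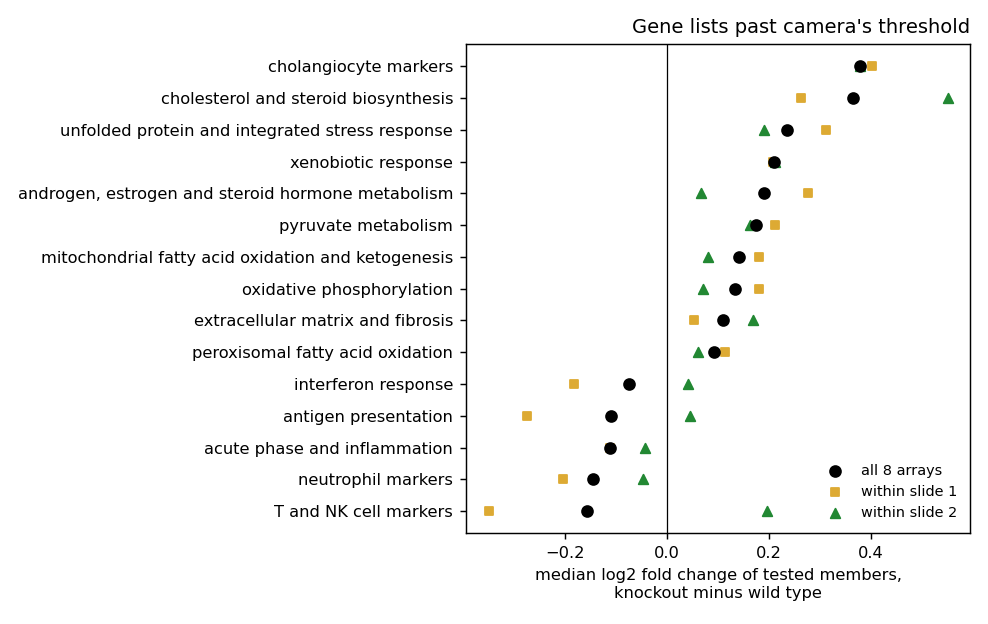
Median log2 fold change (knockout minus wild type) of the tested members of the 15 gene lists that passed in camera with its preset correlation. Black circles are all 8 arrays and squares and triangles the 4 arrays of slide 1 and of slide 2, with T and NK cell markers at -0.35 on slide 1 and 0.20 on slide 2.

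Markers of other cell types were examined for the makeup of the tissue. Cholangiocyte markers, typical of bile ducts, were higher, with a median of 0.38 and 10 of 14 members above 0 (adjusted p = 0.0105; adjusted p = 0.887 with an estimated correlation). Tspan8 was at 1.01 (SE 0.29), Krt19 at 0.59 (SE 0.19) and Spp1 at 0.69 (SE 0.24). The median was 0.40 within slide 1 (adjusted p = 8.17e-05) and 0.38 within slide 2 (adjusted p = 0.422), and the call was lost with array weights (adjusted p = 0.0678) and without knockout replicate 3 (0.0644) or wild-type replicate 2 (0.0598). Extracellular matrix and fibrosis genes had a median of 0.11 over 30 members (adjusted p = 0.0372; adjusted p = 0.887 with an estimated correlation), with Col3a1 at 0.46 and Acta2 at 0.71. Their median was 0.05 within slide 1 (adjusted p = 0.494) and 0.17 within slide 2 (adjusted p = 0.00586). The call was lost without knockout replicate 2 (adjusted p = 0.393) or 3 (0.359) and without wild-type replicate 1 (0.0505), 3 (0.180) or 4 (0.0619). It was also lost with quantile normalization of the processed signal (adjusted p = 0.0818), cyclic loess (0.0682), array weights (0.0678), the mean of a gene's probes (0.102) and only probes well above background on all 8 arrays (0.0677).

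The remaining cell types were not shifted over all 8 arrays. Kupffer cell and macrophage markers were at -0.11 (adjusted p = 0.0988), and passed downward without knockout replicate 2 (adjusted p = 0.0232), knockout replicate 3 (0.000363) or wild-type replicate 3 (0.00590). With all 8 arrays they passed downward with normexp and quantile normalization (adjusted p = 0.0395) and in the authors' value table (0.0378), and without knockout replicate 1 their direction turned upward (1.00). Liver endothelial markers were at 0.11 (adjusted p = 0.460) and passed upward without knockout replicate 1 (0.00257). B and plasma cell markers were at -0.12 (adjusted p = 0.269) and passed downward without wild-type replicate 4 (0.0201). Within slide 1 Kupffer cell and macrophage markers were at -0.28 (adjusted p = 0.00288), endothelial markers at -0.09 (adjusted p = 0.320) and B and plasma cell markers at -0.39 (adjusted p = 0.000351). Within slide 2 they were at 0.06 (adjusted p = 0.632), 0.29 (adjusted p = 0.000136) and 0.23 (adjusted p = 0.0315). Markers of stellate cells and fibroblasts were at 0.04 (adjusted p = 0.574), with -0.07 within slide 1 (adjusted p = 0.476) and 0.15 within slide 2, where they passed upward (adjusted p = 0.0240). Hepatocyte markers had a median of -0.00 and a mean of 0.02 where camera's direction was down (adjusted p = 0.606). Markers of erythroid cells and blood had a median of 0.10 but a mean of -0.06 (adjusted p = 0.583), those of skeletal muscle -0.10 and 0.14 (adjusted p = 0.499) and those of exocrine pancreas -0.05 and 0.01 (adjusted p = 0.939), with camera's direction down for each. Erythroid and blood markers passed downward within slide 1 (median -0.04, adjusted p = 0.0277) and were at 0.26 within slide 2 (adjusted p = 0.257). Adipocyte markers were at 0.12 (adjusted p = 0.914).

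Female-biased liver genes were not shifted (adjusted p = 0.0877), with a median of 0.20 and 24 of 34 members above 0. Their median was 0.07 within slide 1 (adjusted p = 0.801) and 0.25 within slide 2, where they passed upward (adjusted p = 0.000136). They also passed upward without a filter (adjusted p = 0.0131), with fgsea and without knockout replicate 2 (0.000185). Male-biased liver genes were not shifted either (adjusted p = 0.0988), with a median of 0.17 and 21 of 27 members above 0. Their median was 0.32 within slide 1, where they passed upward (adjusted p = 0.000208), and -0.11 within slide 2 (adjusted p = 0.171). They also passed upward without a filter (adjusted p = 0.0393), with normexp and quantile normalization (0.0442), in the authors' value table (0.0495) and without knockout replicate 3 (0.00523) or wild-type replicate 3 (0.0171).

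Another 5 lists passed upward within 1 slide but not over all 8 arrays. Bile acid synthesis and transport had a median of 0.22 within slide 1 (adjusted p = 0.0145), periportal hepatocyte genes of 0.19 (adjusted p = 0.0447) and the PPARα targets that the study itself chose and assayed of 0.19 (adjusted p = 0.0335). Within slide 2 they were at 0.01, 0.02 and 0.01 (adjusted p = 0.783, 0.864 and 0.835), and over all arrays at 0.12, 0.11 and 0.17 (adjusted p = 0.0988, 0.264 and 0.357). Within slide 2 fatty acid and triglyceride synthesis had a median of 0.16 (adjusted p = 0.0424) and cytosolic ribosomal proteins of 0.09 (adjusted p = 0.0140). Within slide 1 they were at -0.02 and -0.03 (adjusted p = 0.313 and 0.548), and over all arrays at 0.08 and 0.04 (adjusted p = 0.815 and 0.269), where both turned downward with normexp and quantile normalization, quantile normalization of the processed signal, cyclic loess and the authors' value table. Bile acid genes also passed upward without knockout replicate 2 (adjusted p = 0.0488) or 3 (0.0337), periportal genes without wild-type replicate 3 (0.00266), the assayed targets without wild-type replicate 4 (0.0132) and ribosomal proteins without wild-type replicate 2 (0.0392). Without a filter ribosomal proteins (0.0393) and bile acid genes passed upward.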

Values the study reported

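By qPCR, the study reported that Pparα and Pgc1α transcripts were lower by approximately 50% in liver from Rap1-deficient mice at 10 weeks of age. By western blot it also reported lower PPARα and PGC1α protein in liver. In an expression profile of fasted liver at the same age, it reported Pgc1α as the most downregulated of the transcription factors tested. In older females of 34 weeks, which are not among the samples analysed here, it reported 671 deregulated probes, corresponding to 618 genes, in Rap1-deficient liver at a false discovery rate below 0.15.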

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

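The rule applied here was fixed beforehand, and Pdia6, Calr and the fourth member of each described list joined the genes examined after first results were seen. Within each genotype, a mouse was singled out where its gap to the nearest of the others, as a share of the range of the 4, passed Dixon's 95% critical value. Among 221 groups of 4 values, 12 did, and chance alone gives about 1 in 20. Another 3 groups were left out after their values were seen, as none of the 4 arrays was well above background. They were the knockout values of Chst4, Tgif2lx2 and the lost Terf2ip probe.

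Knockout replicate 1 stood apart for 3 genes. On the relative log2 scale its Zfhx3 level was -0.85 against -0.56 in the nearest knockout mouse (share 0.879), its Acat1 level 4.77 against 4.87 (0.879) and its Hsd3b3 level 6.22 against 5.76 (0.886). In knockout replicate 3 the cholangiocyte marker Tspan8 was at -0.72 against -2.05 (0.979), the neutrophil marker S100a9 at 2.33 against 1.23 (0.914) and Igtp at 4.70 against 4.39 (0.859). In knockout replicate 4 Acadvl was at 7.92 against 7.75 (0.852) and Cat at 4.94 against 5.11 (0.845). In knockout replicate 2 Pparg was at 1.70 against 2.45 (0.861). In wild-type replicate 1 Apoa2 was at 11.30 against 11.12 (0.874) and Tspan8 at -2.92 against -2.70 (0.845). In wild-type replicate 4 the natural killer cell marker Klrb1c was at -4.15 against -3.43 (0.881), an array on which its probe was not well above background.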

How the results depend on the processing

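Cyclic loess was chosen after the data had been seen, and the other alternatives were planned. Genes are given as log2 fold changes and lists by camera's adjusted p, and the cause of a change was not tested except where fewer arrays or probes entered. Of 2217 recomputations of 106 named genes, 2137 kept direction and side of the threshold, 20 lost a call, 1 gained one and 59 turned sign. Only Chst4 and Zfhx3 had a call to lose, and the 20 losses were theirs, over 20 and 21 recomputations respectively. For the other genes a kept result was one that stayed short of the threshold. Between 50.04% and 65.3% of probes were well above background, which limits dim genes such as Chst4, Ciita, Me3 and Retnlg. With only probes well above background on all 8 arrays, Chst4 and the lost Terf2ip probe were not tested. With normexp and quantile normalization, 0 changed genes passed, the call was lost for Chst4 (-0.63, adjusted p = 0.0982), Zfhx3 (-0.92, adjusted p = 0.0557), mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.0645) and peroxisomal fatty acid oxidation (adjusted p = 0.125), the call was gained for male-biased liver genes (adjusted p = 0.0442) and Kupffer cell and macrophage markers (adjusted p = 0.0395), the sign turned for Ppara (-0.10), Slc27a2 (-0.015), Fgf21 (0.040) and Ppargc1b (0.0025) and the direction turned for the lists of fatty acid and triglyceride synthesis (adjusted p = 0.978), cytosolic ribosomal proteins (adjusted p = 0.437), immediate early and heat shock genes (adjusted p = 0.978), hepatocyte markers (adjusted p = 0.824) and exocrine pancreas markers (adjusted p = 0.980). With quantile normalization of the processed signal, 1 changed gene passed, the call was lost for Zfhx3 (-1.22, adjusted p = 0.0592), mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.244), peroxisomal fatty acid oxidation (adjusted p = 0.334), extracellular matrix and fibrosis (adjusted p = 0.0818) and T and NK cell markers (adjusted p = 0.0689), the sign turned for Ppara (-0.080) and Ppargc1b (0.028) and the direction turned for the lists of PPAR signalling pathway (adjusted p = 0.926), PPAR alpha target genes of liver (adjusted p = 0.962), fatty acid and triglyceride synthesis (adjusted p = 0.925), cytosolic ribosomal proteins (adjusted p = 0.565), immediate early and heat shock genes (adjusted p = 0.962), hepatocyte markers (adjusted p = 0.953) and exocrine pancreas markers (adjusted p = 0.820). With the authors' value table, 0 changed genes and 1 changed probe passed, the call was lost for Chst4 (-0.63, adjusted p = 0.0989), Zfhx3 (-0.92, adjusted p = 0.0546), mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.0681) and peroxisomal fatty acid oxidation (adjusted p = 0.159), the call was gained for male-biased liver genes (adjusted p = 0.0495) and Kupffer cell and macrophage markers (adjusted p = 0.0378), the sign turned for Ppara (-0.11), Fgf21 (0.044) and Ppargc1b (0.0060) and the direction turned for the lists of fatty acid and triglyceride synthesis (adjusted p = 0.937), cytosolic ribosomal proteins (adjusted p = 0.445), immediate early and heat shock genes (adjusted p = 0.977), hepatocyte markers (adjusted p = 0.788) and exocrine pancreas markers (adjusted p = 0.997). With cyclic loess, the call was lost for mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.166), peroxisomal fatty acid oxidation (adjusted p = 0.285), extracellular matrix and fibrosis (adjusted p = 0.0682) and T and NK cell markers (adjusted p = 0.0682), the sign turned for Ppara (-0.058) and Slc27a2 (-0.013) and the direction turned for the lists of PPAR signalling pathway (adjusted p = 0.703), PPAR alpha target genes of liver (adjusted p = 0.951), fatty acid and triglyceride synthesis (adjusted p = 0.951), cytosolic ribosomal proteins (adjusted p = 0.268), immediate early and heat shock genes (adjusted p = 0.951) and exocrine pancreas markers (adjusted p = 0.703). Without a filter, 1 changed gene passed, the call was lost for Zfhx3 (-1.21, adjusted p = 0.205) and interferon response (adjusted p = 0.178), the call was gained for bile acid synthesis and transport, cytosolic ribosomal proteins (adjusted p = 0.0393), male-biased liver genes (adjusted p = 0.0393) and female-biased liver genes (adjusted p = 0.0131) and the direction turned for the list of immediate early and heat shock genes (adjusted p = 0.537). With only probes well above background on all 8 arrays, 1 changed gene and 0 changed probes passed, the call was lost for peroxisomal fatty acid oxidation (adjusted p = 0.0551) and extracellular matrix and fibrosis (adjusted p = 0.0677) and the direction turned for the list of erythroid and blood markers (adjusted p = 0.960). With slide as a block, 1 changed gene passed and the call was lost for Zfhx3 (-1.21, adjusted p = 0.0918). Within slide 1, 0 changed genes and 0 changed probes passed, the call was lost for Terf2ip probe A_52_P381806 (measured -6.10, adjusted p = 0.0828), Chst4 (adjusted p = 0.732), Zfhx3 (-1.20, adjusted p = 0.918), cholesterol and steroid biosynthesis (adjusted p = 0.0731), pyruvate metabolism (adjusted p = 0.0652) and extracellular matrix and fibrosis (adjusted p = 0.494), the call was gained for PPAR alpha targets assayed by the study (adjusted p = 0.0335), PPAR alpha target genes of liver (adjusted p = 0.0335), bile acid synthesis and transport (adjusted p = 0.0145), male-biased liver genes (adjusted p = 0.000208), periportal hepatocyte genes (adjusted p = 0.0447), Kupffer cell and macrophage markers (adjusted p = 0.00288), B and plasma cell markers (adjusted p = 0.000351) and erythroid and blood markers (adjusted p = 0.0277), the sign turned for Pparg (-0.23), Cpt1a (0.10), Acadvl (0.018), Fgf21 (0.19), Pck1 (0.26), Fasn (-0.49), G6pc (0.038), Egfr (0.15), Esrra (0.00066) and Klrb1c (-0.20) and the direction turned for the lists of PPAR signalling pathway (adjusted p = 0.943), fatty acid and triglyceride synthesis (adjusted p = 0.313), cytosolic ribosomal proteins (adjusted p = 0.548), hepatocyte markers (adjusted p = 0.801), liver endothelial markers (adjusted p = 0.320), hepatic stellate and fibroblast markers (adjusted p = 0.476), adipocyte markers (adjusted p = 0.867), exocrine pancreas markers (adjusted p = 0.581), skeletal muscle markers (adjusted p = 0.931) and Terf2ip neighbours on chromosome 8 (adjusted p = 0.931). Within slide 2, 1 changed gene and 1 changed probe passed, the call was lost for Zfhx3 (-1.22, adjusted p = 0.999), mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.414), peroxisomal fatty acid oxidation (adjusted p = 0.422), androgen, estrogen and steroid hormone metabolism (adjusted p = 0.425), oxidative phosphorylation (adjusted p = 0.0610), acute phase and inflammation (adjusted p = 0.422), cholangiocyte markers (adjusted p = 0.422) and neutrophil markers (adjusted p = 0.864), the call was gained for fatty acid and triglyceride synthesis (adjusted p = 0.0424), cytosolic ribosomal proteins (adjusted p = 0.0140), female-biased liver genes (adjusted p = 0.000136), liver endothelial markers (adjusted p = 0.000136), hepatic stellate and fibroblast markers (adjusted p = 0.0240) and Terf2ip neighbours on chromosome 8 (adjusted p = 0.0457), the sign turned for Ppara (-0.076), Slc27a2 (-0.0090), Ppargc1a (0.46), Ppargc1b (0.17), H2-DMb1 (0.060), Gzmb (0.25), Retnlg (0.053), S100a9 (0.20) and S100a8 (0.18) and the direction turned for the lists of PPAR and PGC1 regulators (adjusted p = 0.917), male-biased liver genes (adjusted p = 0.171), interferon response (adjusted p = 0.519), antigen presentation (adjusted p = 0.783), immediate early and heat shock genes (adjusted p = 0.0128, past the threshold upward), Kupffer cell and macrophage markers (adjusted p = 0.632), B and plasma cell markers (adjusted p = 0.0315, past the threshold upward), T and NK cell markers (adjusted p = 0.184) and erythroid and blood markers (adjusted p = 0.257). With a trended and robust variance, 4 changed probes passed and the call was gained for Terf2ip probe A_55_P2094079 (1.20, adjusted p = 0.0373) and Terf2ip (1.20, adjusted p = 0.0300). With array weights, the call was lost for interferon response (adjusted p = 0.268), extracellular matrix and fibrosis (adjusted p = 0.0678), cholangiocyte markers (adjusted p = 0.0678) and T and NK cell markers (adjusted p = 0.0678), the sign turned for Fgf21 (0.068) and the direction turned for the lists of immediate early and heat shock genes (adjusted p = 0.779) and exocrine pancreas markers (adjusted p = 0.999). With the mean of a gene's probes, the call was lost for extracellular matrix and fibrosis (adjusted p = 0.102), the sign turned for Terf2ip (-2.61, adjusted p = 0.000288, past the threshold as lower), Ppara (-0.10), Ppargc1a (0.16) and Nrf1 (0.0046) and the direction turned for the lists of immediate early and heat shock genes (adjusted p = 0.961) and exocrine pancreas markers (adjusted p = 0.961). With an estimated correlation in camera, 0 shifted gene lists passed and the call was lost for all 15, among them mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.887), cholesterol and steroid biosynthesis (adjusted p = 0.887), androgen, estrogen and steroid hormone metabolism (adjusted p = 0.887) and pyruvate metabolism (adjusted p = 0.887). With fry, 0 shifted gene lists passed, the call was lost for all 15, among them mitochondrial fatty acid oxidation and ketogenesis (adjusted p = 0.703), cholesterol and steroid biosynthesis (adjusted p = 0.703), androgen, estrogen and steroid hormone metabolism (adjusted p = 0.552) and pyruvate metabolism (adjusted p = 0.461) and the direction turned for the lists of immediate early and heat shock genes (adjusted p = 0.836) and exocrine pancreas markers (adjusted p = 0.898). With fgsea, the call was lost for interferon response (adjusted p = 0.155) and neutrophil markers (adjusted p = 0.0660), the call was gained for female-biased liver genes (adjusted p = 0.0455) and Terf2ip neighbours on chromosome 8 (adjusted p = 0.00428) and the direction turned for the lists of immediate early and heat shock genes (adjusted p = 0.867) and exocrine pancreas markers (adjusted p = 0.881). At an adjusted p under 0.15, 4 changed genes and 5 changed probes passed.

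The replicate numbers did not pair the samples, as 0 of 4 same-numbered pairs had a correlation of deviations over 0.1 (-0.18 to 0.0969) and 0 samples matched best with their own number. With the replicate block 0 genes, 1 probe and 14 lists passed, with Chst4 and Zfhx3 not past the threshold (adjusted p = 0.388 each) nor peroxisomal fatty acid oxidation (adjusted p = 0.0875).

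Leaving out 1 array at a time gave 1 changed gene each time, 1 to 2 changed probes and 7 to 17 shifted gene lists. Log2 fold changes ranged from -0.14 to 0.089 for Ppara, -0.15 to 0.043 for Cpt1a, -0.068 to 0.036 for Acadvl, -0.62 to 0.28 for Fgf21, -0.47 to 0.14 for Pck1, -0.17 to 0.62 for Fasn, -0.67 to 0.069 for Egfr, -0.28 to 0.20 for Ppargc1a, -0.25 to 0.21 for Ppargc1b, -0.19 to 0.030 for Trp53 and -0.25 to 0.020 for Esrra. Adjusted p values ranged from 0.588 to 0.980 for PPAR signalling pathway, 0.00166 to 0.947 for PPAR alpha target genes of liver, 0.000111 to 0.137 for mitochondrial fatty acid oxidation and ketogenesis, 0.106 to 0.787 for fatty acid and triglyceride synthesis, 0.383 to 0.873 for immediate early and heat shock genes, 0.000363 to 1.00 for Kupffer cell and macrophage markers, 0.00257 to 0.979 for liver endothelial markers, 0.132 to 0.873 for hepatic stellate and fibroblast markers, 0.0201 to 0.902 for B and plasma cell markers, 0.111 to 0.902 for erythroid and blood markers, 0.393 to 0.980 for adipocyte markers and 0.383 to 0.951 for exocrine pancreas markers.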

Other observations

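The tests on the 2 Terf2ip probes, on strain variants, on single probes near Terf2ip and on the genes between Terf2ip and Chst4, and those on signal level, shared variation and slides for the gene lists were chosen after the results had been seen.

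Compared with the study's qPCR of young liver, the array level of Ppara in knockout liver was 1.00 times that in wild-type liver. That is higher than the value quoted from the study above. The level of Ppargc1a was 0.945 times that in wild-type liver. That is higher than the value quoted from the study above. By their other tested probes Ppara was at 0.964 and 0.841 times and Ppargc1a at 1.32 times the wild-type level. The labels do not give the feeding state of these mice, so whether the study's profile of fasted liver used these arrays is not known.

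The 8 arrays can be parted into 2 groups of 4 in 35 ways. The real parting gave 2 changed genes, and 3 of 35 gave as many, itself included, with up to 54 in another. For changed probes it gave 2, reached by 5 of 35, with up to 46 in another, and for shifted gene lists 15, reached by 10 of 35, with up to 18 in another. Chance was not excluded for any of the 3 counts. The parting with 54 genes set knockout replicates 1 and 4 and wild-type replicates 2 and 3 against the rest, which follows neither genotype nor slide. So high a count points to a structure of the samples, but this parting was picked as the highest of 35 and no test of such a structure was made. On its first side Ppara probe A_55_P2055854 was at 6.38 to 6.76, against 6.06 to 6.16 on the rest. Probe A_55_P2071596 parted fully along it too, while A_55_P2071601 did not. Correlations of deviations between knockout and wild-type arrays ran from -0.031 to 0.23 within a side and from -0.39 to 0.097 across sides.

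The 2 Terf2ip probes differed in opposite directions. The normalization is argued against, as the probe with the higher knockout signal differed by at least 0.89 on the log2 scale in every recomputation. A mislabelled sample is argued against too, as the lowest wild-type array lay at least 3.46 above the highest knockout array for the lost probe, with knockout values raised to the lowest signal well above background. A candidate explanation is a transcript of the part of the gene outside the deletion. The files give the place in the gene of 0 of the 2 probes, so this stays open, as does a biological difference in the remaining transcript.

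Chst4 and Zfhx3, the genes past the threshold, lie near Terf2ip. A local effect of the deletion that fades with distance is argued against as the cause of their falls, since the 28 tested genes between Terf2ip and Chst4 lay between -0.26 and 0.29, 0 of them had an unadjusted p under 0.05, and no 95% limit exceeded 0.872 in size, against at least 0.921 for the falls. On other genes such an effect stays open. The 10 nearest held 2 with an unadjusted p under 0.05, a tie with the 95th percentile (2) of such windows on other chromosomes. As many were held by 13.2% of these windows. Strain variants carried with the targeted allele stay a candidate explanation, and the study describes its mice as being of a mixed genetic background. Counts in windows cannot decide it, as they include Chst4 and Zfhx3, which prompted the test. Of the 100 nearest genes 3 had an unadjusted p under 0.01, namely Chst4, Zfhx3 and Hp. That was a tie with the 95th percentile (3), and 11.6% of windows held as many. Of the same 100 genes 10 had an unadjusted p under 0.05, below the 95th percentile (11) and reached by 12.3% of windows. The 120 nearest, which add Pdf and Sntb2, held 5 under 0.01, above the 95th percentile (4) and reached by 3.13% of windows. By the bounds set for these tests a tie counted against the explanation, but ties were read as open and the wider window was added after the values were seen, and a variant under a single probe stays open as well, as Chst4 and Zfhx3 had 1 tested probe each.

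The shifted gene lists are consistent with members that vary together between animals. With an estimated correlation 0 of the 15 passed, and the correlation was estimated between 0.0711 for pyruvate metabolism and 0.658 for cholesterol and steroid biosynthesis, against the preset 0.01. A trend of the fold change with the signal level is argued against as the whole cause, since 11 of 15 passed after cyclic loess, but not for both lists of fatty acid oxidation, extracellular matrix, and T and NK cells, which lost their calls. With slide as a block 15 of 15 passed, which decides nothing on a difference between slides, as each slide held 2 arrays of each genotype, and with 12 of the 15 past the threshold within slide 1 and 5 within slide 2 that difference stays open. An effect of genotype on these pathways stays open, as does the position on the slide, which cannot be told apart from genotype in this design.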
